A study of Mus musculus with 60 samples.

How the data were processed

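Bulk RNA sequencing measured poly(A)-selected RNA in 60 libraries from 12 mice. The tissues were the 3 major salivary glands (parotid, submandibular and sublingual), the pancreas and the liver. The mice were of 2 strains: CD1, an outbred stock, and C57, an inbred strain. Each strain gave 3 males and 3 females. Each animal gave 1 library per tissue, so the 20 groups of tissue, strain and sex held 3 libraries each. Animals are named here by strain, sex and number, as in CD1 female 2. The same number in another strain or sex is a different animal.

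Per the labels' protocols, total RNA was isolated from tissue by a standard method, and the libraries were made with poly(A) selection. Per the file headers, the deposited table gives counts of reads per gene, with gene, chromosome, start, end, strand and length columns in the layout that featureCounts writes. The headers and labels state no aligner, counting program, version or read filter. The chromosome accessions are those of the mouse assembly GRCm39, and the genes carry RefSeq symbols. The start and end given for a gene bound 1 exon of it, so positions are reported as that listed exon. The table held 41079 genes, and 5826 of them had no count in any library. All values were whole numbers and the library totals differed, so they were treated as raw counts. Among values from 1 to 20, 269114 were even and 160278 were odd, a ratio of 1.68. The 2 reads of a pair therefore appear to have been counted separately, and a count of 2 can stand for 1 fragment.

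Total counts per library ran from 29.9 to 66.6 M (mega), with a median of 40.5 M. Over the 60 pairs of libraries within groups, Pearson's r of log2(CPM + 0.5) lay between 0.743 and 0.990. The chi-square statistic of each pair divided by its degrees of freedom was 23.6 to 3490, so no pair was taken for 1 library deposited under 2 names. The ratio does not separate animals from library preparation. A gene with 3 or fewer counts in every library of 1 of the 4 groups of a tissue was treated as being at the floor there. The fold change against that group is given as a lower bound, with the group set to 3 counts, in place of the fitted value over both strains or sexes. Such floors cover counting error only, because reads without molecular identifiers are not independent molecules.

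Levels are given as CPM, as edgeR scales counts by library size, computed here from the counts with trimmed mean of M-values (TMM) scaling over the 60 libraries, with the mean, SD and number of libraries. Differences were tested with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1), by the quasi-likelihood test on counts with TMM scaling and Benjamini-Hochberg adjustment over the genes tested. Genes entered a fit when they passed edgeR's default expression filter for its groups. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. An adjusted p under 0.05 made a call.

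Within each tissue, a fit of 4 group means to 12 libraries gave 3 contrasts. The sex difference is male minus female, averaged over the strains. The strain difference is CD1 minus C57, averaged over the sexes. The interaction is the sex difference in CD1 minus that in C57. Glands were compared in a fit of 20 group means to all 60 libraries, where a call also needed at least a 2-fold difference. A gene was called enriched in a tissue when it was at least 4-fold higher than in each of the 4 other tissues, with an adjusted p under 0.05 in all 4 tests. A fit of 12 group means to the 36 gland libraries tested whether the sex or strain difference was equal in the 3 glands, by an F test with 2 degrees of freedom. A list of 62 genes known to encode mouse saliva proteins was tested within the gland fits; 57 of them were in the table, and the rest (Prb1, Prpmp5, Cst10, Spt1 and Muc10) were not matched by name.

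Named genes followed a fixed rule. For sex and strain, they were the 3 largest log2 fold changes in each direction among calls in which all 6 libraries at the higher level exceeded all 6 at the lower level and the higher mean was at least 10 CPM. Genes with only an identifier for a name, pseudogenes named as such and ribosomal protein genes were not eligible. Xist, Tsix and 4 Y-linked genes were kept apart as a check of the sex labels. For interactions, they were the 2 smallest p with a group mean of at least 10 CPM. For pairs of glands, they were the 3 largest fold changes in each direction with a mean of at least 100 CPM. For enriched genes, they were the 3 with the highest mean. For differences by gland, they were the 3 smallest p among genes reaching 10 CPM. For the salivary list, they were the 3 smallest p. Alb, Cpa1, Bpifa2, Muc19, Egf and Amy1 were always given as a check of tissue identity. Any other gene named was chosen after its values were seen. Not every gene that the rule selects is reported here.

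Many genes named here belong to multigene families or have near-identical copies. The counting program is unknown, so reads shared between copies could have been split, dropped or given to a single copy. Values of such genes are uncertain, as are those of overlapping or antisense genes, since use of strand is not stated.

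The alternatives were DESeq2 1.42.0 size factors in the edgeR fit, the DESeq2 test, no expression filter beyond 1 count, scaling with the 20 most abundant genes left out, 1 fit of all 60 libraries, only the libraries of the 2 glands, adjustment over all genes tested in place of the list, a block for the replicate number or animal, and each of the 12 animals left out in turn. An animal left out means its library or libraries in that fit. The comparisons, the rule for named genes, the salivary list and these alternatives were chosen before the data were examined. Those added after the data were seen left out genes under 3% of their level in another tissue, used C57 libraries only, used male libraries only, or left out the CD1 female pancreas.

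Tissues of 1 animal are paired, because the library names give the animal. Deviations from group means, on the log2(CPM + 0.5) scale, correlated over 0.1 in 72 of 120 comparisons between 2 tissues of an animal, with a median of 0.126. All animals of a group were over 0.1 in 13 of 40 pairs of groups. In parotid, libraries of CD1 and C57 with the same sex and replicate number come from different animals but also deviated together. Their correlations were 0.475, 0.484 and 0.107 in males and 0.266, 0.335 and 0.230 in females. Parotid libraries with the same number and different sex mostly deviated apart. Correlations were -0.656, -0.715 and -0.261 for CD1 males with CD1 females, and -0.733, -0.577 and -0.114 for CD1 females with C57 males. They were -0.245, -0.307 and 0.111 for CD1 males with C57 females, and -0.359, -0.462 and 0.0654 for C57 males with C57 females. The labels do not say what the number marks.

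The fits were tested on simulated counts drawn from the libraries' means and dispersions with 200 changed genes, planted among those averaging over 50 counts. Sex was simulated in submandibular only, strain in parotid only and the interaction in liver only. The rates therefore reflect the tissue as well as the test. At a log2 change of 1 and 2, calls recovered 80% and 98% of changed genes for the sex difference (17455 genes tested). For the strain difference they recovered 21% and 75% (18377 genes tested). The interaction recovered 11% and 62% (16316 genes tested), the difference by gland 46% and 84% (20376 genes tested), and the gland pair 92% and 100% (17675 genes tested). False calls were 1.35% to 5.82% of calls. The enriched criterion found 10 of 50 genes planted 4-fold higher, which is its own threshold, with 0 false calls.

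Each count of calls was set against other splits of the same libraries into groups of equal size, drawn with a fixed seed. There were 40 splits for a tissue or a pair of glands (24 libraries), 25 for differences by gland and 21 for enriched genes, on 3000 genes drawn at random. Marker lists from general knowledge covered lymphocytes, adipocytes, skeletal muscle, small intestinal enterocytes, exocrine pancreas, submandibular ducts and acini, and clock genes of 2 opposite phases. They were used only in the tests of the closing section.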

Results

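The data were counts of reads per gene in 60 RNA libraries. Parotid, submandibular and sublingual glands, pancreas and liver came from 12 mice, 3 of each sex in the strains CD1 and C57, so each of the 20 groups held 3 libraries. Total counts per library lay between 39.2 and 66.6 M (mega) in parotid, 29.9 and 51.2 M in submandibular, 33.8 and 50.04 M in sublingual, 30.4 and 45.5 M in pancreas, and 37.2 and 51.4 M in liver. A few genes took much of the counts in some tissues. The 10 most abundant genes of a library held 31.8% to 68.8% of the counts in parotid, against 15.7% to 26.01% in liver. The labels state no sequencing batch or date, so no within-batch values could be computed. The series title concerns the evolution of mouse saliva by changed regulation and by gene expansion, and the comparisons ask how salivary gland transcripts differ by gland, strain and sex.

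Levels of 6 genes checked the identity of the tissues. Mean Alb was 67698 ± 19800 CPM (SD, n = 12) in liver, and its median in the 48 other libraries was 0.481% of the liver mean. Mean Cpa1 was 76057 ± 34238 CPM (SD, n = 12) in pancreas, with a median elsewhere of 0.14% of the pancreas mean. Bpifa2 and Amy1 were highest in parotid, at means of 275510 ± 127480 and 94171 ± 45081 CPM (SD, n = 12), and Muc19 in sublingual, at 9728 ± 3147 CPM (SD, n = 12). Every library of another tissue still held at least 34541 counts of Bpifa2 and 1179 counts of Muc19. Egf was highest in submandibular, at 17220 ± 19299 CPM (SD, n = 12), where it was 199 to 55807 CPM across the libraries.

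**Figure D1:**
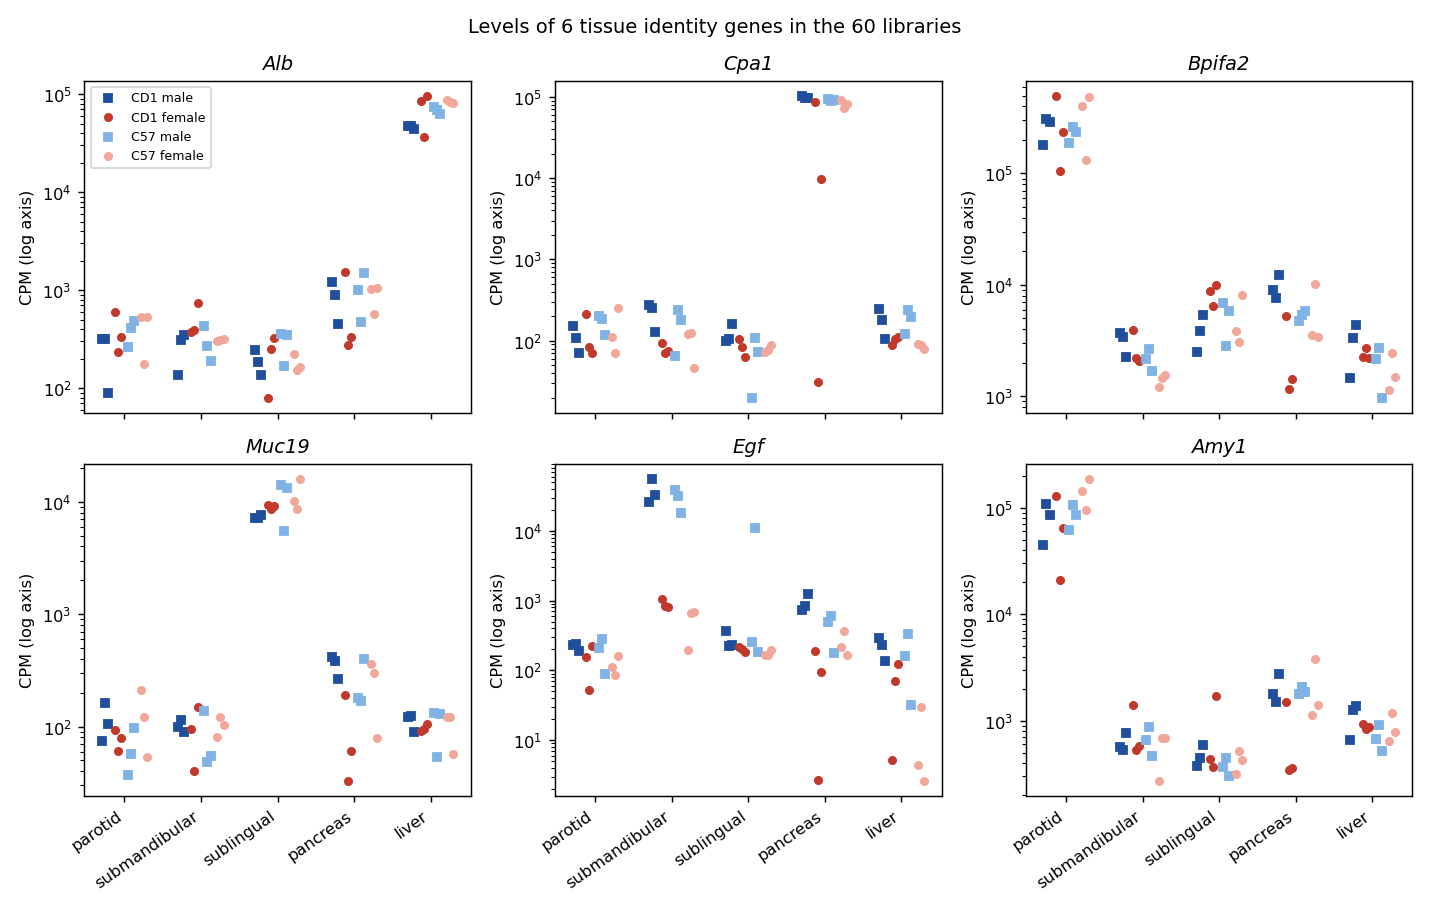
CPM on a log axis of 6 tissue identity genes in the 60 libraries, 1 point per library, by tissue and coloured by strain and sex. Cpa1 was 31.1 CPM in the library labelled pancreas CD1 female 2, and Egf was 11147 CPM in the library labelled sublingual C57 male 2.

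Libraries with outlying values of these genes were found in pancreas and sublingual. The library labelled pancreas CD1 female 2 had 31.1 CPM of Cpa1, and the library labelled pancreas CD1 female 3 had 9781 CPM. Cpa1 was at least 72198 CPM in the 10 other pancreas libraries. The library labelled sublingual C57 male 2 had 11147 CPM of Egf, against at most 362 CPM in the other 11 sublingual libraries. All 3 libraries were kept in every main comparison. Sex labels were checked with X- and Y-linked genes. Xist was 0.721 to 7.63 CPM in the 30 male libraries and 106 to 623 CPM in the 30 female libraries. Ddx3y was 15.02 to 58.0 CPM in males and 0.0414 to 1.198 CPM in females, and Eif2s3y, Kdm5d and Uty were likewise separated without overlap.

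Sex differences asked which genes are expressed differently in males and females, averaged over the strains. A called gene need not differ in both strains. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3048 of 17678 genes were called in submandibular (1628 higher in males, 1420 higher in females). In liver 441 of 16696 genes were called, 218 higher in males and 223 higher in females. The other tissues gave 13 genes in sublingual, 6 in parotid and 5 in pancreas. The alternative that moved these counts most was leaving out CD1 female 1, which raised the pancreas count from 5 to 2629 genes. The CD1 female pancreas group then held only CD1 female 2 and CD1 female 3, whose libraries lacked or held less of the pancreas transcripts, so 2629 includes what sets these 2 libraries apart. At least a 2-fold difference was seen in 1385 of the submandibular calls and in 252 of the liver calls. Whether a sex difference differed between glands was tested on its own and is given further on.

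**Figure D2:**
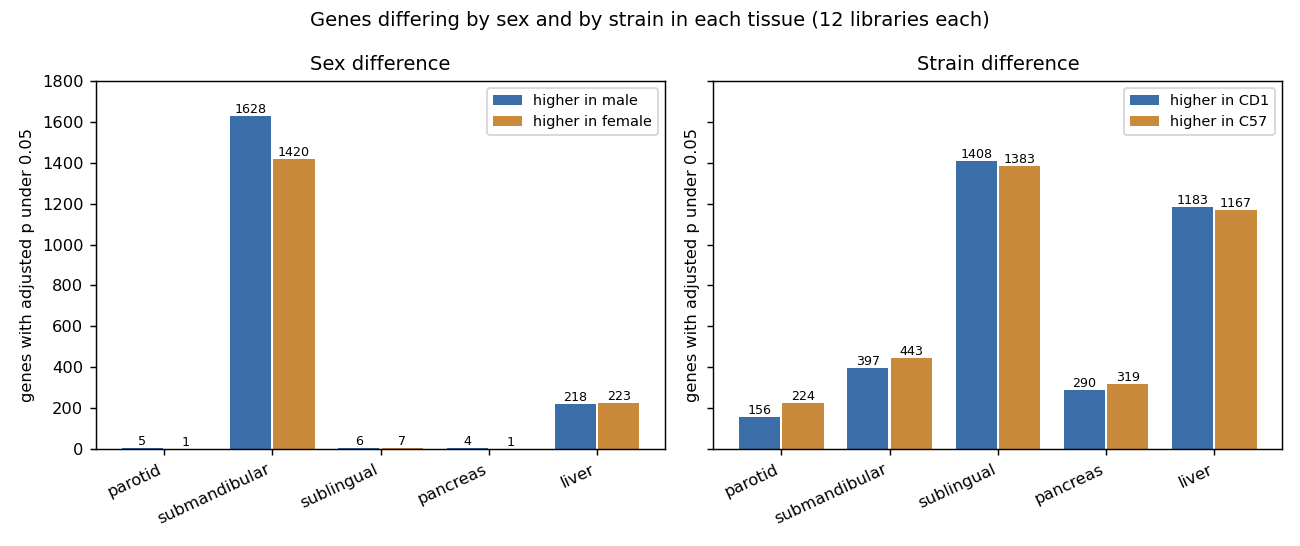
Bars give the number of genes with an adjusted p under 0.05 for the sex difference (left) and the strain difference (right) in each tissue, by direction. The submandibular gland had 1628 genes higher in males and 1420 higher in females, and sublingual had 1408 genes higher in CD1 and 1383 higher in C57.

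Among submandibular genes higher in males, Syt16 on chromosome 12 (listed exon 74044490 to 74044637) had the largest fitted fold change, and in C57 it was at least 138-fold higher. Its adjusted p was 1.52e-06, and its mean was 26.8 ± 10.7 CPM in CD1 males and 8.78 ± 5.74 CPM in C57 males (SD, n = 3). Each of the 6 female libraries had 4 or fewer counts of it. Golt1a followed with a log2 fold change of 7.77 ± 0.69 (SE), and Sult1e1 with 7.75 ± 0.38 (SE). Among genes higher in females, Smgc on chromosome 15 (listed exon 91722531 to 91722623) had a log2 fold change of -7.01 ± 0.58 (SE) and an adjusted p of 5.53e-06. It was 4330.2 ± 549.6 CPM in CD1 females and 34.8 ± 14.2 CPM in CD1 males (SD, n = 3). In C57, Smgc was 2335 ± 836 CPM in females and 17.6 ± 20.1 CPM in males (SD, n = 3). Tll1 and Slc37a2 had log2 fold changes of -5.99 ± 0.34 and -3.94 ± 0.16 (SE).

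In liver, Mup7 on chromosome 4 (listed exon 60066469 to 60066722) had a log2 fold change of 7.20 ± 0.59 (SE) with an adjusted p of 9.54e-06. Its mean was 977 ± 393 CPM in CD1 males and 11.8 ± 13.5 CPM in CD1 females (SD, n = 3). Cyp4a12b and Mup14 were also higher in males, with log2 fold changes of 6.02 ± 0.39 and 5.58 ± 0.33 (SE). Sult2a1 had 2 or fewer counts in each of the 6 male libraries and was at least 83.0-fold higher in females of CD1 and at least 389.8-fold higher in those of C57. Its female means were 6.02 ± 0.435 CPM in CD1 and 33 ± 21.4 CPM in C57 (SD, n = 3). Sult3a1 was at least 849-fold higher in CD1 females than in CD1 males, and Cyp3a41a had a log2 fold change of -8.99 ± 0.45 (SE), with adjusted p of 6.05e-10 and 1.04e-07. These Mup, Cyp and Sult genes belong to families of close copies, so their single values are uncertain. Of the 441 liver calls, 26 were genes whose liver level was under 3% of that in another tissue.

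Of the 6 parotid calls, 5 were Xist and the 4 Y-linked genes. The other was C7 on chromosome 15 (listed exon 5017232 to 5018488), with a log2 fold change of 3.24 ± 0.31 (SE) and an adjusted p of 0.00172. C7 was 22.8 ± 9.52 CPM in CD1 males and 1.98 ± 0.509 CPM in CD1 females (SD, n = 3). In sublingual, 3 X-linked genes followed the rule for named genes: Kdm6a, Pbdc1 and Eif2s3x, with log2 fold changes of -0.85 ± 0.10, -0.65 ± 0.09 and -0.54 ± 0.08 (SE). The adjusted p of Eif2s3x was 0.0481, and it lost its call in 11 of the 12 fits that each left out 1 animal. Pbdc1 lost its call in 7 of them. The 5 pancreas calls were Xist and the Y-linked genes, and Uty lost its call in 8 of the 12 such fits. The pancreas libraries of CD1 female 2 and CD1 female 3 differed from the other 10, so a low count of calls there does not show that sexes were alike. With the C57 pancreas libraries only, an alternative added after the data were seen, 15 genes were called.

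Strain differences asked which genes differ between an outbred stock and an inbred strain in each tissue. CD1 reads may align less well to a C57 reference, so counts can differ between the strains without a difference in level. Calls numbered 2791 of 18801 genes in sublingual (1408 higher in CD1, 1383 higher in C57) and 2350 of 16696 in liver (1183 and 1167). Submandibular had 840 of 17678 genes (397 and 443), pancreas 609 of 16262 (290 and 319) and parotid 380 of 18781 (156 and 224). The pancreas count moved most, to 4815 genes, when all 60 libraries shared 1 fit. Without CD1 female 1, which leaves only the same 2 unlike libraries in the CD1 female pancreas group, it was 4597 genes, and the parotid count was then 2132 genes. With a block for the replicate number, parotid had 129 calls. That block joins males and females of a number, which mostly deviated apart in parotid. It therefore does not model the pairs of CD1 and C57 libraries of the same sex.

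H2-T27, on chromosome 17 (listed exon 36366708 to 36367038), was among the named genes in 4 of the 5 tissues. Its log2 fold change was 6.96 ± 0.39 in parotid, 5.85 ± 0.35 in submandibular, 5.41 ± 0.35 in sublingual and 6.39 ± 0.20 in liver (SE). The adjusted p were 8.02e-06, 7.79e-07, 1.45e-06 and 9.36e-10 in that order. In liver it was 57 ± 7.56 CPM in CD1 males and 0.546 ± 0.263 CPM in C57 males (SD, n = 3). It is a member of a histocompatibility gene family, so reads of related genes may have been counted on it. Parotid genes higher in CD1 also included Cwc22 and Eno1b, with log2 fold changes of 3.26 ± 0.62 and 2.97 ± 0.26 (SE). Cwc22 had an adjusted p of 0.0257 and lost its call in 7 of the 12 fits without 1 animal. With the block it also lost its call. Parotid genes higher in C57 were Apol10a, Trim12a and Hba-a2, Trim12a at least 121-fold in females and the others with log2 fold changes of -7.94 ± 0.50 and -5.93 ± 0.68 (SE). These 3 and Eno1b also have close copies.

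In submandibular, Ren1 on chromosome 1 (listed exon 133278412 to 133278535) had a log2 fold change of 5.91 ± 0.51 (SE) and an adjusted p of 1.68e-05. It was 8102 ± 2819.6 CPM in CD1 males, 177 ± 21.3 CPM in CD1 females, 53 ± 15.8 CPM in C57 males and 7.54 ± 6.66 CPM in C57 females (SD, n = 3). Reads of a near-identical renin gene carried by some strains could have been counted on Ren1, and the counts do not separate them. AI506816 was also higher in CD1, with 5.25 ± 0.69 (SE). Rab6b, Shisa7 and Mup5 were higher in C57, with log2 fold changes of -4.98 ± 0.31, -3.26 ± 0.27 and -3.13 ± 0.76 (SE). Mup5 had an adjusted p of 0.0326 and lost its call in 9 of the 12 fits without 1 animal.

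In sublingual, Dcpp3 on chromosome 17 (listed exon 24136432 to 24136461) had a log2 fold change of -7.18 ± 0.47 (SE) and an adjusted p of 1.45e-06. It was 26315 ± 11324 CPM in C57 males and 209 ± 21.9 CPM in CD1 males (SD, n = 3). The Dcpp genes are close copies of each other, so this is a value of counted reads and not of a resolved copy. Nxpe4 and D17H6S56E-5 were also higher in C57, with log2 fold changes of -5.73 ± 0.37 and -4.16 ± 0.29 (SE). Genes higher in CD1 were Itln1 and Dlk1, with log2 fold changes of 6.45 ± 0.85 and 5.19 ± 0.23 (SE) and adjusted p of 5.12e-04 and 5.27e-08. Itln1 has close copies in some strains.

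In liver, C1s2 and Serpina3c were higher in CD1, with log2 fold changes of 6.01 ± 0.45 and 5.65 ± 0.59 (SE). Urml on chromosome 13 (listed exon 68376554 to 68377877) was higher in C57, at least 329.8-fold in males, with an adjusted p of 3.57e-08. It was 23.9 ± 7.29 CPM in C57 males, and no CD1 liver library had more than 6 counts. Or5m3b and Cebpe had log2 fold changes of -7.46 ± 0.23 and -7.12 ± 0.54 (SE). C1s2, Serpina3c and Or5m3b have close copies.

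In pancreas, Camk2b on chromosome 11 (listed exon 5919642 to 5921826) had a log2 fold change of -5.58 ± 0.40 (SE) and an adjusted p of 4.24e-05. It was 71.4 ± 10.8 CPM in C57 males and 1.31 ± 0.997 CPM in CD1 males (SD, n = 3). Smim38 and Rab6b were also higher in C57, with log2 fold changes of -5.36 ± 0.61 and -4.75 ± 0.52 (SE). Itln1, Unc5cl and Cd209b were called higher in CD1, Itln1 at least 11.1-fold in males and the others with log2 fold changes of 4.71 ± 0.85 and 4.35 ± 1.01 (SE). Their CD1 female means were 216 ± 356, 16.8 ± 25.2 and 38.9 ± 61.5 CPM (SD, n = 3), a group that includes the 2 libraries with low Cpa1. Itln1 and Cd209b each lost the call in 9 of the 12 fits without 1 animal, and Unc5cl in 7. With male pancreas libraries only, an alternative added after the data were seen, 980 genes were called.

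The interaction asked whether the sex difference depends on strain. It gave 4 genes in submandibular, 2 in sublingual, 8 in liver, and 0 in parotid and pancreas. The unadjusted p was under 0.05 for 1522 of 18781 genes in parotid and for 1936 of 16262 in pancreas. The count that moved most was that of pancreas, which reached 2584 genes without CD1 female 1, again with only the 2 unlike libraries in its group. Gcnt1 on chromosome 19 (listed exon 17303505 to 17307852) had an interaction of -7.55 ± 0.44 on the log2 scale (SE) in submandibular, with an adjusted p of 4.23e-06. It was 282 ± 50.1 CPM in CD1 females and 2.77 ± 0.0777 CPM in CD1 males (SD, n = 3). In C57, Gcnt1 was 0.938 ± 0.191 CPM in females and 1.72 ± 0.782 CPM in males (SD, n = 3). Slc37a2 on chromosome 9 (listed exon 37140445 to 37142952) had an interaction of -3.98 ± 0.30 (SE) and an adjusted p of 4.69e-05. Its mean in males was 3.07 ± 0.444 CPM in CD1 and 29.3 ± 5.21 CPM in C57 (SD, n = 3). Its mean in females was 185 ± 45.3 CPM in CD1 and 112 ± 3.64 CPM in C57 (SD, n = 3).

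**Figure D3:**
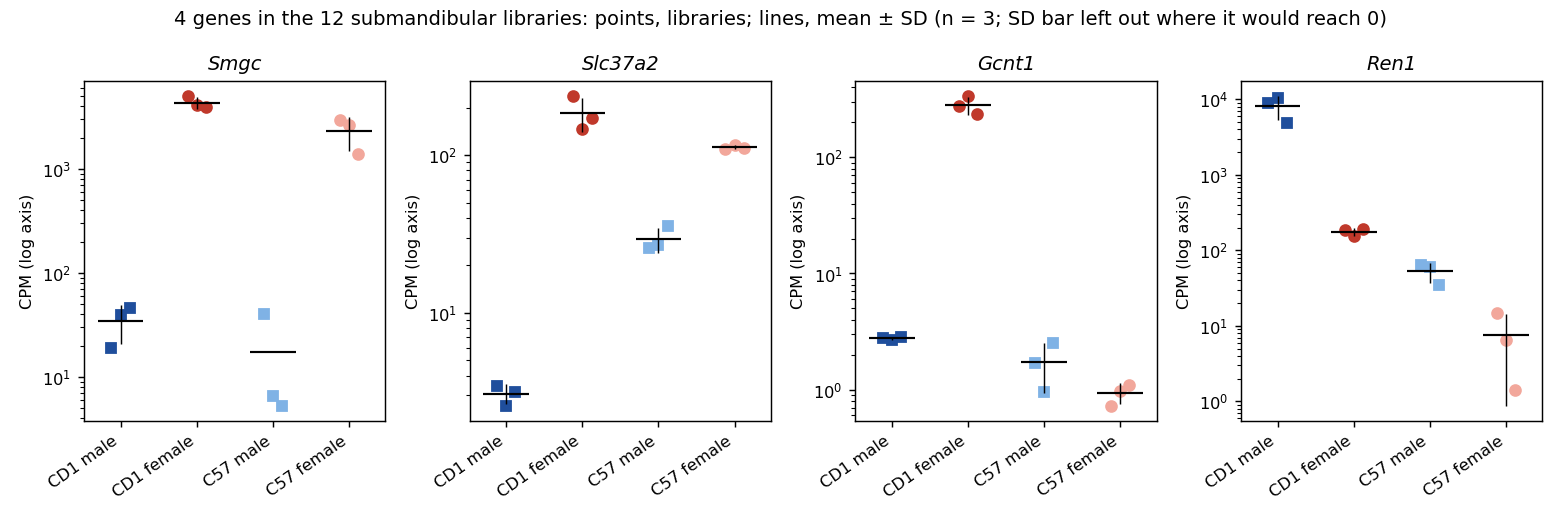
CPM on a log axis of Smgc, Slc37a2, Gcnt1 and Ren1 in the 12 submandibular libraries, with 1 point per library and lines at the mean and SD of each group (n = 3; the SD bar is left out where it would reach 0). Gcnt1 was 235 to 335 CPM in CD1 females and at most 2.85 CPM in the other 9 libraries.

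In sublingual, Spon2 on chromosome 5 (listed exon 33370862 to 33371996) had an interaction of -2.22 ± 0.27 (SE) and an adjusted p of 0.029. It lost its call in 8 of the 12 fits without 1 animal. The other sublingual gene, also called in submandibular, was Trim5, below the level for naming and chosen after its values were seen. Its adjusted p was 0.011 in sublingual and 0.0362 in submandibular. The last submandibular gene, also chosen after its values were seen, was Ccdc15, with an adjusted p of 0.0362. In liver, Igf2bp3 on chromosome 6 (listed exon 49062152 to 49064374) had an interaction of -5.57 ± 0.56 (SE) and an adjusted p of 0.00438. It was 12.8 ± 3.95 CPM in CD1 females and at most 2.50 CPM on average in the other groups. C4a on chromosome 17 (listed exon 35028069 to 35028315) had an interaction of 3.98 ± 0.49 (SE), with an adjusted p of 0.0213. It was 522 ± 195 CPM in CD1 males and 14.1 ± 6.57 CPM in C57 males (SD, n = 3). C4a has a close copy, so its value is uncertain, and it lost its call in 4 of the 12 fits without 1 animal.

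Comparisons of glands asked which transcripts set the 3 salivary glands apart. Of 22062 genes, 4705 were called with at least a 2-fold difference between parotid and submandibular (3210 higher in parotid, 1495 higher in submandibular). Parotid and sublingual differed in 5884 genes (3692 higher in parotid, 2192 higher in sublingual). Submandibular and sublingual differed in 3280 genes (1569 and 1711). The largest move of these counts was to 4241 genes for parotid against submandibular, without C57 female 2. Amy1 on chromosome 3 (listed exon 113349601 to 113349822) was higher in parotid by 7.10 ± 0.39 against submandibular and by 7.51 ± 0.40 against sublingual, on the log2 scale (SE). The adjusted p were 2.46e-19 and 1.96e-20. Prb1b was higher in parotid by 7.13 and 7.39, Cst5 by 7.05 against submandibular and Smr3a by 7.36 against sublingual.

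Genes highest in submandibular against parotid were Scgb2b26, Prol1 and Scgb1b27, with log2 fold changes of -7.46 ± 0.52, -7.12 ± 0.56 and -6.68 ± 0.42 (SE). Against sublingual they were Mucl2, Scgb2b26 and Prol1, with 6.65 ± 0.71, 6.50 ± 0.50 and 6.50 ± 0.54 (SE). Scgb2b26 on chromosome 7 (listed exon 33642422 to 33642686) was 23070 ± 10488 CPM in submandibular (SD, n = 12). In sublingual it was 426 ± 1027 CPM (SD, n = 12), a mean that includes the library labelled sublingual C57 male 2. Its parotid level was 0.502% of the submandibular level, within the range at which abundant transcripts appeared in other tissues, so these fold changes are limited by that level. Genes highest in sublingual were Nkx2-3, B3gnt6 and A2ml1 against both other glands. Nkx2-3 on chromosome 19 (listed exon 43600764 to 43601288) differed by -6.88 ± 0.28 against submandibular and was 101.4 ± 16.9 CPM in sublingual (SD, n = 12), with an adjusted p of 2.97e-24. Amylase, secretoglobin, proline-rich and Smr genes have close copies, and their values are uncertain.

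Enriched genes, at least 4-fold above each of the 4 other tissues, numbered 644 in parotid, 215 in submandibular, 354 in sublingual, 462 in pancreas and 1674 in liver, of 22062 tested. By ratio the sublingual count moved most, to 281 genes with the DESeq2 test. By number of genes it was the liver count, to 1830 without the expression filter, and the parotid count was 513 without CD1 male 1. The most abundant were Bpifa2, Amy1 and Smr3a in parotid, at 275510 ± 127480, 94171 ± 45081 and 87614 ± 39899 CPM (SD, n = 12). In submandibular they were Mucl2, Scgb1b27 and Prol1, at 62829 ± 41628, 53162 ± 18512 and 44136 ± 15336 CPM (SD, n = 12). In sublingual they were A2ml1, Dcpp2 and Dcpp3, at 53938 ± 10780, 24531 ± 6419 and 13074 ± 14505 CPM (SD, n = 12). In pancreas they were Ctrb1, Cela2a and Pnlip, the first at 249370 ± 115440 CPM (SD, n = 12). In liver they were Alb, Apoe and Trf. The elastase, trypsin-like and Dcpp genes have close copies.

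The test for equal sex differences in the 3 glands called 575 of 20883 genes. The test for equal strain differences called 201. The strain count moved most, to 1017 genes without CD1 female 1, and it was 46 genes without CD1 male 3. With a block for the animal, from which the 3 glands came, it was 91 genes. The sex count was 1125 genes with the DESeq2 test. For sex, St3gal1 on chromosome 15 (listed exon 66974724 to 66978679) had the smallest adjusted p among genes eligible for naming, 7.87e-12. Its log2 fold change was -3.82 ± 0.19 in submandibular, -0.07 ± 0.12 in parotid and -0.09 ± 0.16 in sublingual (SE). Smgc and Mob3b followed with adjusted p of 8.36e-09 and 1.31e-08. Mob3b changed by -2.80 ± 0.19 in submandibular, -0.11 ± 0.22 in parotid and -0.05 ± 0.08 in sublingual (SE). For strain, Dlk1 on chromosome 12 (listed exon 109418411 to 109418429) had an adjusted p of 7.02e-08. Its log2 fold change was 4.74 ± 0.34 in submandibular, 5.19 ± 0.23 in sublingual and -0.04 ± 0.34 in parotid (SE). Gcnt1 had an adjusted p of 1.76e-06, and Nxpe4 had 2.48e-04.

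Listed saliva protein genes asked whether the secreted products themselves differ. For sex, 29 of 55 genes were called in submandibular when adjusted over the list alone (21 higher in males, 8 higher in females), and 27 over all genes tested. In sublingual 19 of 53 were called when adjusted over the list alone (18 higher in males, 1 higher in females), and 0 over all genes tested. The unadjusted p was under 0.05 for 22 of those 53. This sublingual count moved most, to 0 genes without CD1 male 3, and the library labelled sublingual C57 male 2 holds submandibular transcripts. In parotid 0 of 54 were called when adjusted over the list alone and 0 over all genes tested, with 9 at an unadjusted p under 0.05. Klk1b27 and Klk1b3 were among the genes with the smallest p in submandibular. Klk1b27 on chromosome 7 (listed exon 43701714 to 43701810) had a log2 fold change of 6.76 ± 0.48 (SE), with a p adjusted over the list alone of 8.73e-08. It was 3733 ± 1544 CPM in CD1 males and 29.6 ± 16.1 CPM in CD1 females (SD, n = 3). Klk1b3 had 6.20 ± 0.47 (SE). The Klk1b genes are close copies, so their single values are uncertain.

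In sublingual the smallest p for sex were those of Smr2, Lcn11 and Klk1b27, all higher in males. Lcn11 was at least 1.26-fold higher in CD1 males than in CD1 females, and the others had log2 fold changes of 2.87 ± 0.60 and 3.45 ± 1.05 (SE). Lcn11 lay at 0.181% of its level in another tissue, and Klk1b27 was 291 ± 496 CPM in C57 males (SD, n = 3), the group with the library labelled C57 male 2. Calls of Smr2 and Klk1b27 were lost in 4 and 9 of the 12 fits without 1 animal, and that of Lcn11 in 7 of the 11 fits in which it was tested. In parotid, Bpifb1, Wfdc12 and Klk1b11 had the smallest p, and their p adjusted over the list alone were 0.064, 0.213 and 0.213, above the threshold. Bpifb1 had a log2 fold change of -3.23 ± 0.74 (SE) and passed the threshold under DESeq2. It also passed in 3 of the 12 fits without 1 animal, and Wfdc12 and Klk1b11 passed in 1 each.

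For strain, listed genes called in parotid numbered 14 of 54 when adjusted over the list alone (3 higher in CD1, 11 higher in C57), and 8 over all genes tested. In submandibular they were 8 of 55 (5 and 3) when adjusted over the list alone and 3 over all genes tested. In sublingual they were 21 of 53 (6 and 15) when adjusted over the list alone and 15 over all genes tested. Of the 14 in parotid, 5 (Obp1a, Scgb1b2, Scgb1b24, Scgb2b24 and Esp18) had over 90% of their C57 level in the libraries of C57 male 2 and C57 female 1, as found after the values were seen. Called genes under 3% of their level in another tissue, where signal from other libraries was seen, were 3 of the 14 in parotid, 3 of the 8 in submandibular and 6 of the 21 in sublingual. For sex they were 3 of the 29 in submandibular and 2 of the 19 in sublingual. Dcpp3, Scgb2b27 and Azgp1 had the smallest p in parotid, with log2 fold changes of -3.98 ± 0.41, -1.95 ± 0.27 and -2.66 ± 0.39 (SE). Parotid Scgb2b27 lay at 1.73% of its submandibular level, a range in which signal from other libraries was seen. In submandibular they were Ren1, Pigr and Mup5, of which Pigr had -1.01 ± 0.22 (SE). In sublingual they were Dcpp3, Ltf and Scgb2b27, where Ltf on chromosome 9 (listed exon 110848360 to 110848436) had 3.26 ± 0.23 (SE), with a p adjusted over the list alone of 2.51e-07. Ltf was 131 ± 7.73 CPM in CD1 males and 15.9 ± 6.06 CPM in C57 males (SD, n = 3). Scgb2b27 in sublingual had -3.69 ± 0.55 (SE), and its C57 male mean of 4543 ± 4095 CPM (SD, n = 3) includes the library labelled C57 male 2.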

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

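The tests chosen only after the results were seen were those by other splits of the libraries, by the share of counts outside the 20 most abundant genes, by the level of called genes in other tissues in the interactions, by leaving out animals, by muscle and adipose scores, and the test of Trim5. Within a single group, 3 libraries were too few for a test of an outlying library.

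The sex difference differed between the strains, by edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment, for 4 genes in submandibular, 2 in sublingual and 8 in liver. In submandibular, Gcnt1 had an adjusted p of 4.23e-06 (log2 interaction -7.55) and Slc37a2 one of 4.69e-05 (-3.98). In sublingual, Spon2 had 0.029 (-2.22). In liver, Igf2bp3 had 0.00438 (-5.57) and C4a had 0.0213 (3.98). In each of the 12 fits that left out 1 animal, all 4, 2 and 8 genes had the same sign and an unadjusted p under 0.05. This argues against 1 library making the difference. The calls still moved with the animals, and Spon2 lost its call in 8 and C4a in 4 of these fits. Counts moved too. They ran from 2 to 6 genes in submandibular (6 without CD1 female 3), 0 to 4 in sublingual (0 without CD1 female 2) and 1 to 19 in liver (19 without CD1 male 1). The share of counts outside the 20 most abundant genes of each library had a log2 interaction of -0.26 ± 0.20 in submandibular, 0.12 ± 0.06 in sublingual and 0.13 ± 0.04 in liver (SE). The smallest called interactions were 2.58, 2.22 and 1.202 in size, so a few genes taking most of the counts changed the others by far less. The lowest called gene lay at 24.6% of its level in another tissue in submandibular, 19.5% in sublingual and 55.5% in liver. This argues against signal from libraries of other tissues, which was a few percent. Of 40 splits of the 12 libraries, 1 gave as many genes in submandibular, the real one, and the highest other count was 3. In liver it was also 1 of 40, and the highest other count was 1. In sublingual 4 of 40 splits gave as many, the highest other count being 3, so the sublingual count is within what other splits gave. Reads shared between C4a and its close copy were not tested.

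CD1 is outbred, so inherited differences between animals could separate CD1 males from CD1 females without any effect of sex. Trim5, called in submandibular and sublingual, was at most 0.23 CPM in every CD1 male library of the 5 tissues. Its interaction had the same sign and an unadjusted p under 0.05 in 3 of the 3 other tissues. An inherited difference that the 3 CD1 males happened to share is a candidate explanation for Trim5. For the other 12 calls, 11 of 48 tests in other tissues had the same sign and an unadjusted p under 0.05, where chance gives 2.5% of tests. Inherited differences and an effect of strain on the sex difference cannot be told apart for these genes, because all tissues came from the same 12 animals. A dependence of sex effects on strain, which the design names, stays open.

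The sex difference differed between the 3 glands for 575 genes, by a test of the difference itself. The adjusted p were 7.87e-12 for St3gal1, 8.36e-09 for Smgc and 1.31e-08 for Mob3b, whose log2 fold changes in submandibular were -3.82, -7.01 and -2.80. In each of these genes all 6 male submandibular libraries lay under all 6 female ones. In 555 of the 575 genes the largest sex difference was in submandibular, in 17 in parotid and in 3 in sublingual. Without the animal C57 male 2, whose sublingual library holds submandibular transcripts, 552 genes were called, which argues against that library as the cause. Without C57 male 1 the count was 331. The share of counts outside the 20 most abundant genes had a log2 sex difference of 0.07 ± 0.22 in parotid, 0.10 ± 0.10 in submandibular and -0.01 ± 0.03 in sublingual (SE). In 573 genes the effects differed between glands by more than that share did plus 2 SE of the share. This argues against a few genes taking most of the counts for them. The test is weak, because the genes were chosen for differing between glands and their own SE was not counted. In 567 genes the gland with the largest difference lay at 3% or more of another tissue. This argues against signal from libraries of other tissues at its usual level. For Bpifa2 that signal had a median of 1.16% but reached 4.47%, so genes little above 3% are not cleared. For the remaining 2 and 8 genes these explanations and a sex difference cannot be told apart, because their effects or levels were too small. Of 25 splits, 1 gave as many genes, the real one, and the highest other count was 61. No technical explanation tested was shown to account for most of the pattern. A hypothesis left open is that sex affects the submandibular gland more than the other glands, which was found and tested on the same data.

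The strain difference differed between the 3 glands for 201 genes. The adjusted p were 7.02e-08 for Dlk1, 1.76e-06 for Gcnt1 and 0.000248 for Nxpe4. The log2 fold changes of Dlk1 were -0.04 in parotid, 4.74 in submandibular and 5.19 in sublingual, and those of Gcnt1 were 0.61, 4.47 and 3.80. Nxpe4 changed by -1.91, -1.64 and -5.73 in the same order. The submandibular value of Gcnt1 averages unlike sexes. In females Gcnt1 was 282 CPM in CD1 and 0.938 CPM in C57, and in males it was 2.77 and 1.72 CPM. In sublingual all 6 CD1 libraries lay above all 6 C57 libraries for Dlk1 and Gcnt1, and under them for Nxpe4. The largest difference was in parotid in 112 genes, in submandibular in 36 and in sublingual in 53. The share of counts outside the 20 most abundant genes had a log2 strain difference of 0.10 ± 0.22 in parotid, -0.04 ± 0.10 in submandibular and 0.12 ± 0.03 in sublingual (SE). In 199 genes the effects differed between glands by more than that share did plus 2 SE of the share. The largest difference lay at 3% or more of another tissue in 199 genes. These values argue against a few genes taking most of the counts and, at its usual level, against signal from libraries of other tissues. The limits are the same as for sex: the genes were chosen for differing, their own SE was not counted, and that signal reached 4.47% for Bpifa2. For 2 genes in each case these explanations and a strain difference cannot be told apart, because their effects or levels were too small. Of 25 splits, 3 gave as many genes, the highest 1794, so the size of this count is within what other splits gave. Leaving out 1 animal moved the count by over 1.5 times for 11 of the 12 animals, down to 46 without CD1 male 3 and up to 1017 without CD1 female 1. With a lymphocyte score as a covariate in parotid, 93 genes were called, of which 75 were among the 201. With a muscle score instead 138 were called (136 among the 201), and with an adipose score 1444 (190 among the 201). The lymphocyte score had means of 4.42 in CD1 and 2.11 in C57 on the log2 scale, and no difference between strains was shown (exact permutation p 0.143, n = 6 each). Lymphoid tissue and a strain difference in gland cells cannot be told apart there, because a covariate unevenly spread over the strains can also take away calls. The same holds for the influence of single animals, because most of them moved the count. A difference between strains that depends on the gland stays open.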

How the results depend on the processing

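The tests by other alternatives chosen only after the data were seen were leaving out genes under 3% of another tissue, C57 libraries only, male libraries only and leaving out the CD1 female pancreas. All other alternatives were run as planned. No direction reversed among 133 results for named genes under 2500 alternative values: 2373 kept their side of the threshold, 117 lost their call and 10 gained one. Of the lost calls, 100 came from leaving out 1 animal. They belonged to Cwc22 in parotid, Mup5 in submandibular, Pbdc1, Eif2s3x, Spon2, Smr2, Lcn11 and Klk1b27 in sublingual, Itln1, Unc5cl, Cd209b and Uty in pancreas, and C4a in liver.

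With DESeq2 size factors, 31 of 31 counts of calls stayed within 1.5 times. Neither that scaling nor the one without the 20 most abundant genes moved the median log2 fold change of all genes by as much as 0.1. Without those 20 genes, 30 of 31 counts stayed within 1.5 times, and the listed genes with a strain difference in submandibular fell from 8 (5 higher and 3 lower in CD1) to 3 (1 higher and 2 lower). The cause was not tested.

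The DESeq2 test moved 17 counts, all but 1 of them up, and the cause was not tested. Sex gave 39 genes in parotid, 49 in sublingual, 127 in pancreas and 995 in liver. Strain gave 2240 in parotid, 1490 in submandibular and 2236 in pancreas. The interaction gave 220 in parotid, 123 in submandibular, 25 in sublingual, 147 in pancreas and 137 in liver. Differences by gland gave 1125 genes for sex and 938 for strain. Listed genes gave 1 for sex in parotid, 3 for sex in sublingual and 14 for strain in submandibular.

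With all 60 libraries in 1 fit, 14 of 23 counts moved, and the cause was not tested. Sex gave 22 genes in parotid, 1953 in submandibular, 934 in pancreas and 207 in liver. Strain gave 2751 in parotid, 859 in sublingual and 4815 in pancreas. The interaction gave 154 in parotid, 0 in sublingual, 1256 in pancreas and 5 in liver. The sex difference by gland gave 368 genes, and listed genes gave 3 for sex in parotid and 2 for strain in submandibular. In sublingual 1160 genes had an unadjusted interaction p under 0.05 in the fit of that tissue alone.

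Without the expression filter, more genes were tested and 12 counts moved. Sex gave 20 genes in sublingual and 687 in liver, and strain 940 in pancreas. The interaction gave 2 in parotid, 112 in submandibular, 19 in sublingual, 1 in pancreas and 76 in liver. The strain difference by gland gave 314 genes. Listed genes gave 1 for sex in parotid, 15 for strain in submandibular and 34 for strain in sublingual. With p adjusted over all genes tested, which adds tests, listed genes fell to 0 for sex in sublingual, 8 for strain in parotid and 3 for strain in submandibular. With genes under 3% of another tissue left out, listed genes gave 1 for sex in parotid and 4 for strain in submandibular, from fewer genes tested. With fewer libraries, the C57 pancreas gave 15 genes for sex and the male pancreas 980 for strain. Without the CD1 female pancreas, 498 genes were pancreas-enriched, within 1.5 times of 462. Only the libraries of the 2 glands gave counts within 1.5 times in 3 of 3 pairs.

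In comparisons within a tissue, libraries with the same replicate number come from different animals. Their deviations from group means correlated over 0.1 in 23 of 90 comparisons, with a median of 0.00763, and in 2 of 30 pairs of groups all did. Those 2 were CD1 and C57 males and CD1 and C57 females in parotid, and elsewhere the libraries share only a number. In parotid, libraries with the same number and different sex mostly deviated apart. A block for the number alone joins them, so in parotid it does not show the effect of the same-sex pairs. A block for sex and number together was not among the alternatives. With that number as a replicate block, the counts that moved were strain 129 in parotid, where Cwc22 lost its call, and 279 in pancreas, sex 8 in sublingual, and the interaction 2 in submandibular and 1 in sublingual. Listed genes gave 1 for sex in sublingual and 4 for strain in submandibular. For glands and tissues of the same animals the block is the animal, and it changed the strain difference by gland to 91 genes. The pairing changed no other count of gland or tissue comparisons by over 1.5 times and no call of a gene named in them.

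Leaving out 1 animal moved 105 of 372 counts by over 1.5 times, across 12 such fits per result. Fewer libraries enter these fits. In pancreas, leaving out CD1 female 1 leaves only 2 libraries in its group, both unlike the other 10 pancreas libraries, so those counts include what sets these 2 apart. For the other counts the cause was not tested further. For sex the counts ran from 6 to 7 in parotid, 2208 to 3169 in submandibular, 7 (without CD1 male 1, among others) to 12 in sublingual, 4 to 2629 in pancreas (without CD1 female 1) and 292 (without C57 female 1) to 588 in liver. For strain they ran from 154 (without CD1 male 3) to 2132 (without CD1 female 1) in parotid, 501 (without C57 male 3) to 1355 (without CD1 female 2) in submandibular, 1851 (without C57 female 1) to 2713 in sublingual, 114 (without C57 male 3) to 4597 (without CD1 female 1) in pancreas and 1615 to 2912 in liver. The interaction ran from 0 to 2 (without CD1 female 3) in parotid, 2 (without CD1 male 3, among others) to 6 in submandibular, 0 (without CD1 female 2) to 4 (without CD1 male 3, among others) in sublingual, 0 to 2584 (without CD1 female 1) in pancreas and 1 (without CD1 female 1, among others) to 19 (without CD1 male 1) in liver.

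Gland pairs ran from 4241 to 5038 for parotid against submandibular, 5518 to 6132 for parotid against sublingual and 3050 to 3354 for submandibular against sublingual. Enriched genes ran from 513 to 699 in parotid, 210 to 255 in submandibular, 335 to 374 in sublingual, 468 to 497 in pancreas and 1688 to 1714 in liver. Differences by gland ran from 331 (without C57 male 1) to 608 for sex and 46 (without CD1 male 3) to 1017 (without CD1 female 1) for strain. Listed genes for sex ran from 0 to 5 (without C57 male 3) in parotid, 27 to 31 in submandibular and 0 (without CD1 male 3, among others) to 22 in sublingual. For strain they ran from 9 (without CD1 male 1, among others) to 18 in parotid, 2 (without CD1 male 2) to 10 in submandibular and 15 to 35 (without C57 male 2) in sublingual.

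No test here set depth itself against the calls. Transcripts of other tissues, present at a low level in each library, limit fold changes between tissues.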

Other observations

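Tests chosen only after the results were seen were those by other splits of the libraries, exchange and depth of the pancreas library, the lymphocyte list in pancreas and parotid, low-level signal in the sublingual library, the low-level transcripts in other tissues, the muscle and adipose covariates, the clock genes, and genes higher in CD1 in all 5 tissues.

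Other splits of the same libraries into groups of equal size were counted for the remaining results, the real split included. For sex, 1 of 40 splits gave as many genes in submandibular, pancreas and liver, where the highest other counts were 31, 0 and 11. The 5 pancreas calls were Xist and the Y-linked genes, which a split that mixes the sexes is bound to weaken. The pancreas result therefore says nothing on other genes. In parotid and sublingual 2 of 40 splits gave as many genes, with highest other counts of 37 and 16. For strain, 1 of 40 splits gave as many genes in submandibular, sublingual, pancreas and liver, with highest other counts of 191, 2, 0 and 145. In parotid 2 of 40 gave as many, the highest being 3370 genes. Of the 9 splits there that parted all 6 pairs of CD1 and C57 libraries with the same sex and number, only the real one gave as many. The interaction gave 0 genes in parotid and pancreas (1522 and 1936 at an unadjusted p under 0.05), so all 40 splits gave as many there. The highest other counts were 5503 in parotid and 7 in pancreas.

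Pairs of glands were refitted on their 24 libraries, and 1 of 40 splits gave as many genes for each pair. The real counts in those fits were 4400 for parotid against submandibular, 5673 for parotid against sublingual and 3337 for submandibular against sublingual. The highest other counts were 1296, 1768 and 1157 in that order. For enriched genes, 1 of 21 splits gave as many in each of the 5 tissues, on 3000 genes drawn at random. The real counts there were 88 in parotid, 27 in submandibular, 54 in sublingual, 56 in pancreas and 217 in liver, and the highest other count was 0 in each. For the salivary list, adjusted over the list alone, all 40 splits gave as many genes for sex in parotid, where the real count was 0 (9 at an unadjusted p under 0.05) and the highest other count 16. It was 1 of 40 for sex in submandibular (highest other 24) and 9 of 40 in sublingual (highest other 25). For strain it was 1 of 40 in all 3 glands, with highest other counts of 10 in parotid, 5 in submandibular and 17 in sublingual.

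The library labelled pancreas CD1 female 2 lacked pancreas transcripts. A list of 8 exocrine pancreas genes held 0.0842% of its counts, against 46.2% to 51.3% in the 10 other pancreas libraries that resembled each other. Its total of 43.4 M counts argues against a shallow library. Cpa1 was at most 278 CPM in the 48 libraries of other tissues, which argues against an exchange with any of them. Of a list of 8 enterocyte genes, 4 (Vil1, Sis, Lct and Cdh17) were tested, and all 4 were over 10 times the highest of the 10 libraries. Apoa4 was 11887 CPM and Fabp2 2457 CPM. Of the 8 genes, 1 had a median of at least 1 CPM in the 10 libraries. A candidate explanation is small intestine collected in place of pancreas.

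The library labelled pancreas CD1 female 3 held 24.1% of its counts in the exocrine genes. All 8 genes of a lymphocyte list lay above the highest of the 10 libraries, with Cd79a at 195 CPM against at most 7.53 CPM. Of these 8 genes, 4 had a median of at least 1 CPM in the 10 libraries. Lymphoid tissue, such as a lymph node in the sample, is a candidate explanation. No biological explanation was tested for either library, since the design names none. Of all genes on the 10 marker lists, 0 were on more than 1.

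The library labelled sublingual C57 male 2 held submandibular transcripts. From 50 abundant submandibular-enriched genes outside the lists, the median share of submandibular level was 31.0%. It was 34.0% from the 7 duct genes and 36.8% from the 3 acinar genes. The 50 most abundant sublingual-enriched genes fell by 45.9% at the median. Mucl2 was 16444 CPM and Egf 11147 CPM. Of the duct and acinar genes, 7 and 2 are on the salivary list. In the 11 other sublingual libraries, 7 of the duct and 3 of the acinar genes had a median of at least 1 CPM. The 50 genes were at most 6.59% at the median in the 5 other male sublingual libraries, which argues against the low level of signal that other libraries show. Submandibular tissue in this sample is a candidate explanation, and no biological one was tested.

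Lymphocyte transcripts varied between the parotid libraries. The lowest Spearman rho among pairs of the 8 genes over the 12 libraries was 0.909, which is consistent with lymphoid tissue in some of them. A lower share of gland transcripts would raise every other cell type, but the lymphoid and muscle scores had a Pearson r of -0.248 (permutation p 0.427, Benjamini-Hochberg p 0.757, n = 12). Their Spearman rho was -0.154 (p 0.637), and r was 0.0183 without the 2 libraries whose lymphoid score lay furthest from the median. The lymphoid and adipose scores had r of -0.105 (p 0.757, Benjamini-Hochberg p 0.757), rho of 0.14 (p 0.669) and r of 0.409 without 2. In parotid, 8 of 8 lymphocyte, 5 of 6 muscle and 6 of 6 adipocyte genes had a median of at least 1 CPM. With the lymphoid score as a covariate, 244 genes were called for strain in parotid, 188 of them among the 380. Sex then gave 6 genes and the interaction 0 (1522 without the covariate at an unadjusted p under 0.05). A muscle score as the covariate gave 217 genes (212 among the 380) and an adipose score 1112 (357 among the 380). Lymphoid scores ran from -0.05 to 6.72 in CD1 and from -0.68 to 5.68 in C57 (exact permutation p 0.143 over 924 splits). The lowest CD1 score was that of CD1 female 1, without which strain gave 2132 genes. Lymphoid tissue and strain cannot be told apart here, because a covariate unevenly spread over the strains can also take away calls.

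Abundant transcripts of each tissue appeared at a low level in the other tissues. Median levels in the 48 other libraries were 0.481% for Alb, 0.14% for Cpa1, 1.16% for Bpifa2, 1.07% for Muc19 and 0.72% for Amy1. Parotid of C57 male 2 had 17589 CPM of Obp1a and parotid of C57 female 1 had 11521 CPM, a gene chosen after its values were seen. The 50 libraries of the other 10 animals had up to 1553 counts of Obp1a, with 21 libraries at 100 or more and 18 at 3 or fewer. The 21 libraries argue against tissue carried over within an animal. In 8 of 20 groups, libraries with 3 or fewer and with at least 100 counts occurred together, which argues against expression proper to the tissue. Y-linked genes in female libraries had a median of 0.955% of the male level (0.177% to 4.72%), and Xist in males one of 0.961% of the female level (0.36% to 3.81%). A candidate explanation is an exchange of reads between libraries. Exchange in sequencing and exchange in library preparation were not separated.

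Clock genes differed between the strains, by calls mostly in pancreas and sublingual. Of 6 evening and 4 morning genes, the 2 sets moved in opposite directions in 5 of 5 tissues, by median. Evening genes called lower in CD1 were 6 in pancreas, 4 in sublingual, 1 each in parotid and submandibular and 0 in liver (2 at an unadjusted p under 0.05). Morning genes called higher were 2 in pancreas, 1 in sublingual and 0 in parotid, submandibular and liver (2, 2 and 1 at an unadjusted p under 0.05). Median log2 fold changes in pancreas were -1.74 for evening and 1.46 for morning genes, and in liver -0.29 and 0.55. Time of collection and strain cannot be told apart, because the labels give no time of day and the tissues came from the same 12 animals.

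The library labelled submandibular CD1 female 2 differed from its group. The Spearman rho of its deviation with exon length was 0.735, against -0.702 to 0.591 in the 35 other gland libraries. Gm26917 took 9.64% of its counts, and at most 0.698% in the 11 other submandibular libraries. RNA quality or a larger share of nuclear RNA is a candidate explanation. Without this animal, 1355 genes were called for strain in submandibular.

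Ren1 had a log2 strain ratio in submandibular that was larger in males than in females by 2.70. The interaction was 2.71 ± 0.84 (SE) with an adjusted p of 0.431, above the threshold. Reads of a second renin gene counted on Ren1 and a strain difference of Ren1 itself cannot be told apart, because the counts do not separate the copies.

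Strain differences were called in all 5 tissues for 81 of 14698 genes tested in all, and 5077 genes were called in at least 1 tissue. Of the 81, 39 were higher and 42 lower in CD1 in all 5, and 0 went in different directions. An exact binomial test of lower against higher gave a p of 0.824. The tissues share the 12 animals, so they are not independent. CD1 reads that align less well to a C57 reference would lower genes in CD1, and would raise copies that the reads go to instead. Of the 81 genes, 9 are named as pseudogene copies, 4 of them with the parent gene among the 81, and 4 of these 4 went opposite to the parent. Among the 81 are Cwc22, Eno1b, H2-T27, Hba-a2, Or5m3b, Rab6b and Trim12a, which were named above for strain. C4a, named for its interaction, is among them too. For the 39 higher and the 42 lower genes, alignment and a strain difference in level cannot be told apart, because no reads were analysed here. That holds for the strain differences of these named genes as well.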
